A study of Mus musculus with 382 samples. Its data were reported in "Systemic Influences of Mammary Cancer on Monocytes in Mice" (2022).

How the data were processed

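Single monocytes from the blood of 6 mice were measured with Smart-seq2, a plate method that amplifies the whole polyadenylated transcript of a single cell per well and uses no molecular identifiers. The tumor-bearing mice carried the MMTV-PyMT transgene on a C57BL/6 background, in which the polyoma virus middle T antigen is expressed in the mammary gland and gives mammary carcinomas. They were taken at a late tumor stage. The controls were C57BL/6JCrl mice without tumors, bought from a supplier and age matched per the labels, whereas the tumor-bearing mice were bred in-house. Tumor and transgene were the same split of the mice and could not be separated. The study names littermate controls in legends of other assays, so that whether the colony of origin also followed this split is not certain. Live CD45+ CD11b+ CD115+ cells that lacked CD3, CD19 and NK1.1 were sorted without a gate on Ly6C or Treml4, so that all blood monocyte subsets entered the same plates.

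The deposited table held whole-number counts of reads per gene and cell, not normalized, in 30816 rows and 382 columns. Per the labels and the study's methods, the authors sequenced Nextera libraries as paired ends on a HiSeq2500, aligned the reads to the mouse assembly mm10 with BWA, kept unique alignments and counted these deposited counts with htseq. The methods also name a normalization with RSEM, which the whole-number values do not carry. BWA is not splice aware, so that reads across exon junctions could be lost, and genes with near-identical copies lose the reads that align to several places. The strand setting, the annotation, the tool versions and any filter on cells were not given in the sources used here. Exons that overlap a gene on the other strand were therefore treated as uncertain. Of the rows, 30811 named a gene. The other 5 were summary rows with 22.5% of all reads, namely 14.0% not uniquely aligned, 5.02% on no feature and 3.41% ambiguous, and they stayed out of library sizes and tests.

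Symbols were in capitals and were re-spelled from GENCODE M21 (23171 symbols, build GRCm38, the same assembly as mm10) or RefSeq (234 more), and 7406 matched neither. A count was present for 17927 genes. The table listed no mitochondrial gene row named mt-. Several genes that monocytes are known to transcribe strongly were listed at 0 in every cell, among them B2m, S100a9, Zfp36 and Rps15, while H2-D1 had 3037823 counts. Cxcl10, Txnip, H2-T23, Ifi47, Ccl6, Cdk1, Vegfa and Xist were also listed at 0. Such a 0 was taken as not measured. All 382 columns matched a sample title, and 0 pairs of columns were identical (highest Pearson r 0.916 over genes between 2 cells, where genes are not independent replicates).

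Each cell took its group from the tumor label and its mouse from the number in its title (written here with a T for tumor or a C for control, T529, T530, T539, C531, C532 and C540). The labels do not say in words that this number is a mouse, but 3 numbers carried each label and the design text gives 3 mice of each kind. No number occurred in both groups. The mouse was the replicate throughout, so that p-values rest on 3 mice against 3. Cells with at least 500 genes and 20000 counts were kept, 375 of 382. The 7 cells left out were 1 of tumor mouse T539 and 2 of each control mouse. The kept cells had a median of 745883 counts (20624 to 5184361) and 4643 genes (2549 to 5989). Rn45s, a ribosomal RNA precursor, took 6.53% of their counts and Lyz2 took 4.53%. No caller of doublets was run, since wells were filled by a sort.

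Cells of all mice were clustered together with Seurat 5.3.0 in R 4.3.3. From 2000 variable features those on any of the gene lists were removed, which left 1898, so that a list could be compared between clusters it did not define. The first 10 principal components, 20 neighbors and a Louvain resolution of 0.3 were used. A cluster was called classical-like or non-classical-like from markers fixed before the data were examined, counted among its 10 leading genes by difference of mean log2(CPM + 1), with at least a mean of 3 in the cluster. CPM are counts scaled by the total of the cell or of the sum. Shares of cells and medians per mouse were compared by exact permutation of mice, two-sided, for which the smallest possible p is 0.1. Genes per cell were also compared after thinning each cell to 50000 counts, which left out 10 control and 7 tumor cells. The mixing of the groups was the share of a cell's neighbors from other mice that had its own group, minus the share expected from cell numbers.

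Gene expression was tested on counts summed per mouse, over all kept cells or over those of a class, with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood F test, robust) and Benjamini-Hochberg adjustment at 0.05. The difference between the classes in the tumor effect was an interaction term, with the mouse as a block. The classes themselves were compared with the mouse as a block, because both classes came from the same animals, and only list genes outside the fixed markers of the classes are reported. SE is the log2 fold change divided by the square root of its F statistic. Before the data were examined, 28 gene lists were fixed. They covered type I interferon-stimulated genes, interferon-gamma-induced genes, MHC class I and class II antigen presentation, JAK, STAT and SOCS genes, AP-1 and immediate early genes, heat shock and handling stress, granulocyte granules, suppressive myeloid genes, cytokines and receptors, the cell cycle, macrophage maturation, adhesion, glycolysis and hypoxia, oxidative phosphorylation and ribosomal proteins. Further lists held genes the study names for classical monocytes, sex-linked genes, and markers of neutrophils, T cells, B cells, NK cells, dendritic cells, eosinophils, basophils or mast cells, platelets, erythroid cells and mammary or tumor cells. Lists with at least 3 tested genes were tested with camera (limma 3.58.1, preset correlation 0.01, log2 CPM), again with an estimated correlation, and with fry, and p-values were adjusted over the lists of a comparison.

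The genes named in the text were chosen by a rule fixed before the data were examined. For each tumor comparison these were up to 10 genes each way past the threshold without overlap between the groups, or, where fewer than 5 passed, the 5 each way with the smallest unadjusted p. To these were added up to 4 members of each list with the smallest p, the genes the study's text names and its markers of the classes. Unnamed gene models were passed over.

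The same code was tested on simulated counts drawn from the real means and library sizes, with genes changed by known folds. At 4-fold, edgeR recovered 19.2% of genes in all monocytes, 21.0% in classical-like cells, 4.08% in non-classical-like cells, 0% for the interaction and 26.3% between the classes. At 2-fold the shares were 1.01%, 1.03%, 0%, 0% and 1.00%. Unchanged genes called were 2, 1, 0, 3 and 1. Among genes above 10 CPM in at least 20% of cells, the 4-fold recovery was 60.0%, 35.0% and 10.0% in all monocytes, classical-like and non-classical-like cells. With changed genes drawn from all genes, DESeq2 1.42.0 recovered 44.0%, 42.0% and 20.0% at 4-fold in the same 3 comparisons, with 52, 57 and 57 unchanged genes called. When every gene of the type I interferon list was shifted by -0.5 (log2), camera called the list in 100%, 100% and 65.0% of 20 simulations, and in 0% without a shift. For the AP-1 list the shares were 80.0%, 55.0% and 20.0%, and 0% without a shift. Genes were drawn independently of each other in these simulations. In the data the estimated correlation within the type I interferon list was 0.311 in all monocytes and 0.226 in classical-like cells. The simulated shares therefore do not give the rate of false calls for correlated lists.

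Alternatives were RLE size factors, DESeq2, no filter on low counts, every cell kept, a stricter filter of 1000 genes and 50000 counts, cells scaled to the same total (log2(CPM + 1)), the early and late mouse numbers as a block, other resolutions and features, other numbers of neighbors and components, no mouse term between the classes, and leaving out each mouse in turn. The filter on genes above 10 CPM in at least 20% of cells, the use of resolution 0.8 for the class comparison and the lists, and every cell kept for the shares were added after seeing the data. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.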

Results

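Transcripts of single blood monocytes were counted in 3 mice with late-stage MMTV-PyMT mammary tumors and 3 control mice without tumors. The question was whether a tumor in the mammary gland alters the subsets of circulating monocytes or their gene expression. Of 382 cells, 375 were kept, 189 from tumor-bearing mice and 186 from controls, with 62 to 64 cells sequenced per mouse. Counts on genes summed over the kept cells came to 55032061, 50008740 and 63581466 in the tumor-bearing mice numbered T529, T530 and T539, and to 36442318, 65480403 and 74243024 in the control mice C531, C532 and C540. The median count per cell was 798836 ± 280661 in controls and 735877 ± 101052 in tumor-bearing mice (mean ± SD of the medians of n = 3 mice each, exact permutation test, two-sided, p = 0.8). The median number of genes per cell was 4612 ± 478 and 4663 ± 132 (exact permutation p = 1), and 2636 ± 208 and 2781 ± 82.1 after each cell was thinned to 50000 counts (exact permutation p = 0.4). Rn45s, the ribosomal RNA precursor, took 7.74 ± 1.96% of the counts in controls and 7.92 ± 3.61% in tumor-bearing mice (exact permutation p = 1). With 3 mice against 3, such an exact test cannot give a p below 0.1.

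The cells of both kinds of mice formed the same 2 clusters. The first held 193 cells and was led by F13a1, Fn1, Wfdc17, Sell, Ly6c2, Ccr2, Capg, Atrnl1, S100a10 and Tgfbi. As 6 of these were markers fixed for classical monocytes, the Ly6C-high cells that enter inflamed tissue through the chemokine receptor Ccr2, it was called classical-like. The second held 182 cells and was led by Eno3, Dusp16, Cd300e, S1pr5, Cd36, Tcf7l2, Treml4, Fcgr4, Fabp4 and Ace, of which 8 were fixed markers of non-classical monocytes, the patrolling cells of the vessel wall, and it was called non-classical-like. The median count per cell was 840553 in classical-like and 684468 in non-classical-like cells. A class taken from the sign of a per-cell marker score matched the cluster in 363 of 375 cells, and 24 cells lay within 0.25 of the boundary of that score.

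**Figure D1:**
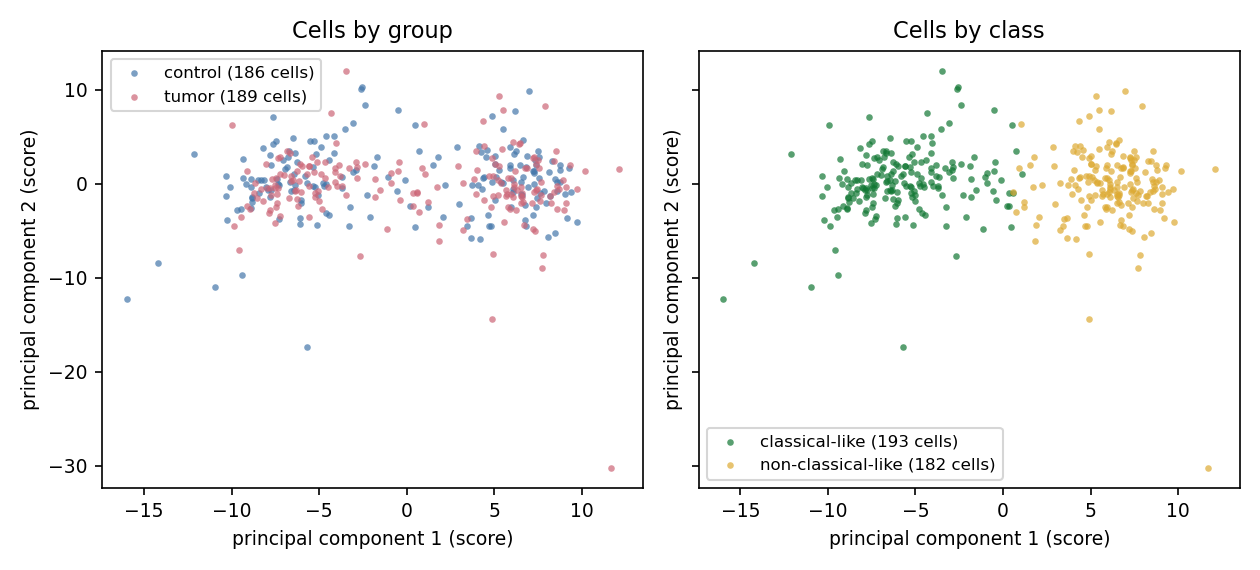
Each point is 1 cell, placed by its first and second principal component (no units) and colored by group on one panel and by class on the other. The 193 classical-like and 182 non-classical-like cells lie mostly apart along the first component with few cells between, and cells of tumor-bearing and control mice lie within both.

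Classical-like cells made up 53.2 ± 5.82% of the cells in control mice and 49.7 ± 5.33% in tumor-bearing mice, a difference of -3.54 percentage points (n = 3 mice each, exact permutation test, two-sided, p = 0.5). Non-classical-like cells made up the rest, 46.8% and 50.3%. The share of classical-like cells in single mice ran from 43.5% in tumor mouse T529 (exact 95% confidence interval 31 to 56.7, counting error only) to 58.1% in control mouse C532 (44.8 to 70.5). These intervals were wider than the difference between the groups, and the power to detect a difference of this size was not tested. All CD115+ monocytes were sorted together, so that the shares refer to sorted cells and not to numbers in blood. The nearest neighbors of a cell from other mice came from its own group -0.62 percentage points more often than cell numbers predict (8 of the 10 splits of the 6 mice gave a value as high, and the highest other value was 2.46). That value changed sign without tumor mouse T529 (0.0945), without control mouse C540 (1.46) and with 20 components (0.474).

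Over all monocytes of a mouse, the genes with the smallest p-values included both a monocyte surface antigen and several with no known part in monocyte subsets. Ly6c2, the antigen that names the Ly6C-high subset (GRCm38 chromosome 15, 75108158 to 75111970), averaged 1659 ± 357 CPM in controls and 906 ± 78.9 CPM in tumor-bearing mice (log2 fold change -0.87, SE 0.18, SD over n = 3 mice each here and throughout). Its reads are uncertain to the extent that they could stem from its near-identical neighbor Ly6c1. Cd177, a surface protein of neutrophils (chromosome 7, 24743983 to 24760311), averaged 527 ± 108 against 177 ± 48.9 CPM (-1.57, SE 0.26). Tbc1d1, a Rab GTPase-activating protein, averaged 136 ± 4.47 against 45.3 ± 16.2 CPM (-1.58, SE 0.34) and Yipf3 159 ± 20.2 against 68.5 ± 11.2 CPM (-1.22, SE 0.28), and Rom1, above 10 CPM in 3 control cells and 1 tumor cell, was also lower. On the other side, Pdik1l averaged 13.1 ± 3.15 CPM in controls and 54.6 ± 7.96 CPM in tumor-bearing mice (2.06, SE 0.49), and Inpp5j, Zfp777, Lrrc14b and Ptrh1 were higher as well, each above 10 CPM in at most 7 cells of a group. In edgeR 0 of 11551 genes passed the threshold (the named genes had an adjusted p of 1.00) and 481 had an unadjusted p under 0.05. DESeq2 called 248 genes (129 higher and 119 lower in tumor-bearing mice), among them all 10 named here (DESeq2 adjusted p from 7.33e-12 for Inpp5j to 0.0154 for Ly6c2). Other splits of the mice, which mix tumor-bearing and control mice, gave 227 to 286 such genes. A call by DESeq2 alone, here and below, is therefore not taken as support for a tumor effect. Groups of mice did not overlap for 612 genes higher and 549 lower, 10.1% of the genes tested, where chance gives 10%. When only the 4663 genes above 10 CPM in at least 20% of cells were tested, a filter chosen after seeing the data, Cd177 alone passed (-1.54, SE 0.25, adjusted p = 0.0118, lower in 3 of 3 tumor-bearing mice), with 221 genes under an unadjusted p of 0.05.

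As sets, genes of the interferon response, of MHC class I presentation and of AP-1 were lower over all monocytes of tumor-bearing mice under a preset correlation. Of the AP-1 and immediate early genes, which are transcribed within minutes of a stimulus, 14 of 19 were lower (median -0.44, camera adjusted p = 0.0027, adjusted p = 0.286 with an estimated correlation). The correlation estimated for that list was -0.031, below the preset 0.01, so that its larger p does not stem from correlation among its genes. Fos, a subunit of AP-1, averaged 237 ± 116 CPM in controls and 88.5 ± 13.5 CPM in tumor-bearing mice (-1.42, SE 0.36). Of the type I interferon-stimulated genes 38 of 57 were lower (median -0.22, camera adjusted p = 0.0036, adjusted p = 0.666 with an estimated correlation), with Ifit2 at -2.21 (SE 0.60) and Cmpk2 at -1.24 (SE 0.35). Of the interferon-gamma-induced genes 17 of 25 were lower (median -0.18, camera adjusted p = 0.0165, adjusted p = 0.296 with an estimated correlation), among them Igtp (-0.79, SE 0.30) and Irf1 (-0.64, SE 0.26). Of the genes of MHC class I presentation 16 of 20 were lower (median -0.16, camera adjusted p = 0.0037, adjusted p = 0.296 with an estimated correlation). H2-K1, a class I heavy chain (chromosome 17, 33996017 to 34000347), averaged 3818 ± 298 against 2882 ± 204 CPM (-0.41, SE 0.13). In each of these lists 0 genes passed in edgeR, also when adjusted over the list alone, and at an unadjusted p under 0.05 there were 2 AP-1, 2 interferon-gamma and 2 MHC class I genes lower and 5 type I interferon genes lower and 1 higher. DESeq2 called 1 AP-1 gene (Fos), 3 type I interferon genes (Ifit2, Cmpk2 and Znfx1), 0 interferon-gamma genes and 1 MHC class I gene (Tapbpl), each lower. The type I interferon call was lost without tumor mouse T539 (median -0.18, adjusted p = 0.139) and without control mouse C540 (-0.083, adjusted p = 0.797), the interferon-gamma call without tumor mouse T529 (-0.24, adjusted p = 0.115) or T539 (-0.22, adjusted p = 0.0515), and the MHC class I call without tumor mouse T529 (-0.11, adjusted p = 0.115). The camera call for the AP-1 genes at the preset correlation held without each mouse in turn. With fry none of these lists passed (adjusted p = 0.0862 for AP-1, 0.690 for type I interferon, and 0.199 for interferon-gamma and for MHC class I).

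In classical-like cells the AP-1 and immediate early genes were again the list with the smallest p. Of its tested members 16 of 18 were lower in tumor-bearing mice (median -0.62, camera adjusted p = 6.2e-06, adjusted p = 0.233 with an estimated correlation, fry adjusted p = 0.204). The camera call at the preset correlation held without each mouse in turn, with medians from -0.940 to -0.488. At resolution 0.8 the median was smaller (-0.359). Dusp1, a phosphatase that switches off MAP kinases (chromosome 17, 26505590 to 26562128), averaged 284 ± 94.0 CPM in controls and 82.3 ± 37.7 CPM in tumor-bearing mice (-1.79, SE 0.40). Its exons overlap Ergic1 on the other strand. Ier2 averaged 326 ± 37.5 against 187 ± 24.1 CPM (-0.80, SE 0.24), and Nr4a1, a nuclear receptor needed to form non-classical monocytes, 1043 ± 110 against 686 ± 167 CPM (-0.60, SE 0.21). Egr1, an immediate early transcription factor, was above 10 CPM in 11 control cells and 1 tumor cell. In edgeR 0 members passed over all genes, 5 were lower at an unadjusted p under 0.05, and 1, Dusp1, passed when adjusted over the list alone. DESeq2 called 3 over all genes, Dusp1 (DESeq2 adjusted p = 0.0073), Ier2 (0.0144) and Egr1 (0.0241), each lower. The mean level of the list was 5.91 ± 0.30 log2 CPM in controls and 5.14 ± 0.46 in tumor-bearing mice (exact permutation p = 0.2). The heat shock and handling stress genes, which respond to the handling of cells, lay in the same direction (11 of 12 lower, median -0.41, camera adjusted p = 0.103).

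**Figure D2:**
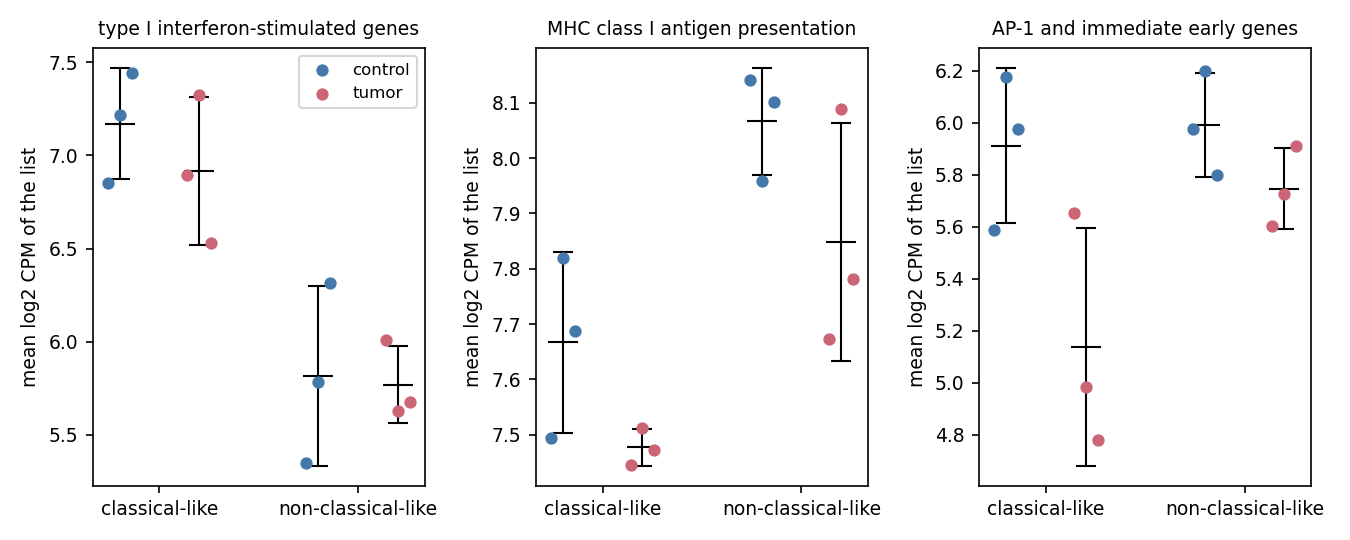
Mean log2 CPM over the members of the type I interferon, MHC class I and AP-1 lists (y axis) in the summed classical-like and non-classical-like cells of each mouse, with 1 point per mouse, the mean as a line and the SD as a bar (n = 3 mice per group). The AP-1 list in classical-like cells lay at 5.91 ± 0.30 in controls and 5.14 ± 0.46 in tumor-bearing mice, and the points of the groups overlap.

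Of the MHC class I genes 16 of 20 were lower in classical-like cells of tumor-bearing mice (median -0.21, camera adjusted p = 0.0120, adjusted p = 0.233 with an estimated correlation). H2-K1 averaged 2628 ± 227 CPM in controls and 1781 ± 336 CPM in tumor-bearing mice (-0.56, SE 0.17), H2-D1 had a log2 fold change of -0.36 (SE 0.12) and Tapbpl, which edits the peptides that class I molecules bind, one of -1.19 (SE 0.47). The class I genes are near copies of each other, so that their unique reads are uncertain. Of the type I interferon-stimulated genes 39 of 57 were lower (median -0.20, camera adjusted p = 0.0206, adjusted p = 0.679 with an estimated correlation). The members went both ways, with Ifit2 at -1.78 (SE 0.61) and Cmpk2 at -0.87 (SE 0.36) but Oas1g, a 2'-5' oligoadenylate synthetase gene, at 1.53 (SE 0.52). Of the macrophage maturation genes 12 of 16 were lower (median -0.22, camera adjusted p = 0.0206, adjusted p = 0.251 with an estimated correlation). Among them, Mafb, a transcription factor of macrophage differentiation, averaged 94.7 ± 45.8 against 37.6 ± 12.8 CPM (-1.33, SE 0.52) and the lysosomal protease Ctsb 2742 ± 209 against 2195 ± 108 CPM (-0.32, SE 0.13). The MHC class I call was lost without tumor mouse T529 (adjusted p = 0.0648) and without control mouse C532 (0.0577) or C540 (0.0547), and the type I interferon call without tumor mouse T539 (median -0.078, adjusted p = 0.704) and without control mouse C540 (median 0.042, although camera's direction stayed down, adjusted p = 0.635). The macrophage call was lost without mouse T529 (adjusted p = 0.198), C531 (0.129), T539 (0.0707) or C540 (0.282). With fry none of these lists passed (adjusted p = 0.204 for MHC class I, 0.646 for type I interferon and 0.378 for macrophage maturation).

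Among single genes in classical-like cells, Ly6c2 averaged 2810 ± 216 CPM in controls and 1721 ± 61.3 CPM in tumor-bearing mice (-0.71, SE 0.13). Cd177 averaged 934 ± 257 against 319 ± 146 CPM (-1.55, SE 0.35), Cep85, a centrosomal protein, 454 ± 72.0 against 193 ± 31.6 CPM (-1.23, SE 0.23) and Gskip 160 ± 66.4 against 35.8 ± 5.21 CPM (-2.16, SE 0.43). Cd244, a receptor of the SLAM family, averaged 164 ± 40.0 CPM in controls and 432 ± 69.1 CPM in tumor-bearing mice (1.39, SE 0.26), and Socs3, an inhibitor of JAK and STAT signaling (chromosome 11, 117966079 to 117970047), 31.1 ± 19.6 against 137 ± 71.1 CPM (2.14, SE 0.65). Pfkfb4, a regulator of glycolysis, averaged 171 ± 25.3 against 346 ± 106 CPM (1.02, SE 0.28). Hyal2, Tnpo2, Glis3, Zfp850 and Prr3 were also among the smallest p-values and were above 10 CPM in at most 13 cells of a group. In edgeR 0 of 10511 genes passed, 423 had an unadjusted p under 0.05, and DESeq2 called 250 (119 higher and 131 lower), among them each gene named in this paragraph so far except Socs3 (DESeq2 adjusted p = 0.000376 for Cd244 and 0.000585 for Ly6c2). Groups did not overlap for 575 genes higher and 566 lower, 10.9% where chance gives 10%. Without control mouse C540, 1 gene passed in edgeR, the C-type lectin gene Cd209d (-9.38, SE 0.89, adjusted p = 0.0461).

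**Figure D3:**
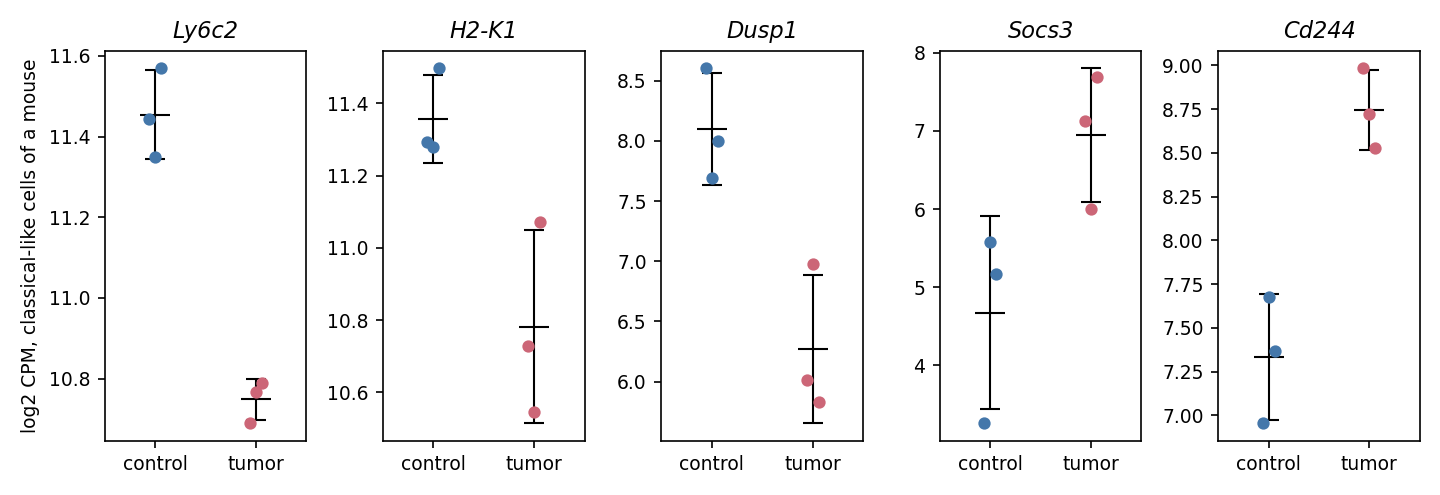
Log2 CPM of Ly6c2, H2-K1, Dusp1, Socs3 and Cd244 (y axis) in the summed classical-like cells of each mouse, with 1 point per mouse, the mean as a line and the SD as a bar (n = 3 mice per group). The groups do not overlap for any of the 5 genes, but these had small p-values in the same data, so that this is no support. Over all genes tested the groups did not overlap for 10.9%, where chance gives 10%. None of the 5 passed in edgeR (adjusted p = 1.00), while DESeq2 called Ly6c2, Dusp1 and Cd244.

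The study's text names genes that were lower in bulk classical monocytes of tumor-bearing mice, and 9 of them were tested here. The study chose them on its own samples in another assay, on cells sorted by Ly6C. The classical-like cluster of 193 cells here held 53 cells of the third cluster described below, in which Ly6c2 lay between the classes. The list did not pass as a set in classical-like cells (6 of 9 higher, median 0.55, camera adjusted p = 0.491). Stat1, which carries interferon signals, had a log2 fold change of -0.51 (SE 0.22) and Stat2 of -0.21, whereas Socs3 stood at 2.14 (SE 0.65), Jak2 at 1.27 (SE 0.57), Jak3 at 1.39, Socs1 at 0.84 and Socs6 at 0.32. Jun had a log2 fold change of -0.53, and Fosb was above 10 CPM in only 3 cells of each group. Cxcl10 was listed at 0. In all monocytes 5 of 9 were higher (camera adjusted p = 0.934) and in non-classical-like cells the list did not pass either (adjusted p = 0.926). In edgeR 0 of these genes passed in any of these comparisons, also when adjusted over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05 in classical-like cells. DESeq2 called 0 of them in all monocytes and in classical-like cells and 1, lower, in non-classical-like cells. Of the study's markers of the classes, Ly6c2 (-0.71, SE 0.13) and Nr4a1 (-0.60, SE 0.21) were lower in classical-like cells without overlap between the groups, and Ccr2 (0.22, SE 0.21) and Treml4 (0.29, SE 0.56) differed by less than the spread between mice. In the smaller classical-like cluster at resolution 0.8, described below, the groups still did not overlap for Ly6c2. They overlapped there for Nr4a1, with 970, 670 and 638 CPM in control mice C531, C532 and C540 and 667, 505 and 596 CPM in tumor mice T529, T530 and T539. In non-classical-like cells the groups overlapped for all 4, with Ly6c2 at 0.017 (SE 0.59), Nr4a1 at -0.28 (SE 0.20), Ccr2 at 0.32 (SE 0.56) and Treml4 at -0.39 (SE 0.25).

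In non-classical-like cells no list passed with camera, and members of the interferon lists lay on both sides. H2-K1 averaged 5499 ± 421 CPM in controls and 3978 ± 618 CPM in tumor-bearing mice (-0.47, SE 0.16), and the peptide transporter gene Tap2 had a log2 fold change of -1.01 (SE 0.37). The MHC class I list had 13 of 20 genes lower (median -0.092, camera adjusted p = 0.106), and its level was 8.07 ± 0.10 log2 CPM in controls and 7.85 ± 0.22 in tumor-bearing mice (exact permutation p = 0.2). Of the type I interferon-stimulated genes 34 of 56 were lower (median -0.14, camera adjusted p = 0.879), with Epsti1 at 569 ± 54.8 against 370 ± 59.8 CPM (-0.62, SE 0.25) and Oasl2 at 1.12 (SE 0.42), and without control mouse C540 that median was 0.12 (adjusted p = 0.667). The interferon-gamma-induced genes (13 of 23 lower, median -0.082, camera adjusted p = 0.324) passed only the test of the list by itself (fry adjusted p = 0.0498), and the AP-1 genes did not pass (11 of 17 lower, median -0.15, camera adjusted p = 0.324). Ly6c2 differed by 0.017 (log2), and Por, the electron donor of cytochrome P450 enzymes (chromosome 5, 135670033 to 135735326), averaged 182 ± 14.9 against 41.4 ± 13.7 CPM (-2.14, SE 0.45). Chka, Rom1, Slc25a13, Plekhg6, Cerk, Syt1, Wdr5b, Bach2 and Fam149b had the other smallest p-values, each above 10 CPM in at most 13 cells of a group. In edgeR 0 of 9862 genes passed, 353 had an unadjusted p under 0.05, and DESeq2 called 276 (158 higher and 118 lower), among them Por and the other genes with the smallest p-values except Syt1. Groups did not overlap for 477 genes higher and 474 lower, 9.64% where chance gives 10%.

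The tumor effect was also compared between the classes, to ask whether classical and non-classical monocytes differ in their response. The genes with the smallest p for a higher effect in non-classical-like cells were Plcb1, a phospholipase C (1.82, SE 0.34), Cerk, Dennd1a (1.58), Wdr26 (2.13) and Coq6. Those for a lower effect were Lrg1, Ear2, an eosinophil-type ribonuclease (-1.65, SE 0.39), Lilra5 (-2.89), Smpdl3b (-1.62) and Rom1. In edgeR 0 of 11488 genes passed, 405 had an unadjusted p under 0.05, and DESeq2 called 369 (187 higher and 182 lower). No list passed for the interaction, the lowest camera adjusted p being 0.120 for the AP-1 genes (median 0.39, 14 of 19 higher) and for the macrophage maturation genes. A list that passed in classical-like cells and missed in non-classical-like cells was therefore not shown to differ between them.

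The functional lists not described so far did not pass with camera in the tumor comparisons. MHC class II genes had medians of 0.18 in all monocytes (9 of 12 higher, adjusted p = 0.251), 0.23 in classical-like cells (adjusted p = 0.131) and 0.32 in non-classical-like cells (adjusted p = 0.634). Cell cycle genes were higher in 18 of 25 over all monocytes (median 0.30, adjusted p = 0.0637; 0.156 and 0.634 in the classes). Stat5b, one of the JAK, STAT and SOCS genes, averaged 128 ± 14.5 CPM in controls and 232 ± 10.3 CPM in tumor-bearing mice over all monocytes (0.86, SE 0.22, called by DESeq2 with an adjusted p of 0.000566 and not by edgeR), but that list had adjusted p-values of 0.492, 0.500 and 0.578 in all monocytes, classical-like and non-classical-like cells. In the same order, adjusted p-values were 0.492, 0.276 and 0.991 for suppressive myeloid genes, which include Wfdc17 (0.45, SE 0.18, over all monocytes) and Il4ra (0.95, SE 0.40), 0.571, 0.641 and 0.559 for cytokines and receptors, and 0.571, 0.500 and 0.926 for adhesion genes. They were 0.492, 0.500 and 0.991 for glycolysis and hypoxia, 0.571, 0.359 and 0.991 for oxidative phosphorylation, and 0.634, 0.641 and 0.324 for ribosomal proteins, of which 54 of 74 were higher in non-classical-like cells. Macrophage maturation genes had 0.412 and 0.991 outside classical-like cells, and heat shock genes 0.119 (median -0.24) over all monocytes and 0.492 in non-classical-like cells. The granule genes of granulocytes had 0.515, 0.897 and 0.559. Their members went both ways, since 2 passed in edgeR when adjusted over the list alone, Cd177 lower and Lrg1 higher, the latter from near 0 and with 52.8% of its counts in 1 cell, and fry's test for change in either direction gave an adjusted p of 0.0126 over all monocytes. Median and mean differed in sign over all monocytes for granule genes (-0.090 and 0.36), cytokines (-0.10 and 0.084), macrophage maturation genes (0.024 and -0.099), the study's genes (0.039 and -0.065) and dendritic cell markers (-0.42 and 0.39). They did so in classical-like cells for cytokines (-0.055 and 0.23), adhesion genes (-0.23 and 0.15) and neutrophil markers (-0.40 and 0.35), and in non-classical-like cells for the study's genes (0.087 and -0.19). For granule genes in classical-like cells (median 0.054, mean 0.57) and for adhesion genes in non-classical-like cells (0.13 and 0.13), camera's direction was down against both, and 5 lists with a median or mean within 0.05 of 0 differed in sign as well.

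Markers of other blood cells were few in both groups. B cell markers summed to 41.7 ± 17.6 CPM in controls and 17.3 ± 4.50 CPM in tumor-bearing mice (exact permutation p = 0.1), led by Cd79b, although the sort excluded CD19+ cells. As a list, 3 of 3 tested B cell markers were lower over all monocytes (median -1.15, camera adjusted p = 0.0190, adjusted p = 0.296 with an estimated correlation), and the call was lost without mouse T529 (adjusted p = 0.0962), C531 (0.0985), T539 (0.0515) or C540 (0.123) and with no filter on low counts (0.0808). Neutrophil markers summed to 518 ± 29.7 and 552 ± 126 CPM (exact permutation p = 0.7; as a list camera adjusted p = 0.571, 0.919 and 0.680), and dendritic cell markers to 208 ± 44 and 173 ± 29.7 CPM (0.4; as a list 0.571, 0.547 and 0.559). Over all monocytes 3 dendritic cell markers passed in edgeR when adjusted over the list alone, Xcr1 and Itgae higher and Clec9a, with 79.3% of its counts in 1 cell, lower. DESeq2 called Xcr1 and Itgae, and fry's test for change in either direction gave an adjusted p of 0.0210. Basophil or mast cell markers summed to 27.2 ± 9.82 and 24.2 ± 7.23 CPM (exact p = 0.7), platelet markers to 8.23 ± 5.66 and 24.4 ± 27.5 CPM (0.6), eosinophil markers to 4.95 ± 5.62 and 2.33 ± 0.236 CPM (0.7), NK cell markers to 0.840 ± 1.16 and 0.00524 ± 0.00908 CPM (0.4) and T cell markers to 0.489 ± 0.662 and 0.523 ± 0.838 CPM (0.9). Erythroid markers summed to 69.7 ± 119 and 2.02 ± 2.14 CPM (exact p = 0.7), most of it in control mouse C531. A single cell of that mouse held 96.4% of the counts of Hba-a2 and 95.1% of those of Hbb-bs, so that their lower values in tumor-bearing mice (past the threshold in edgeR when adjusted over the list alone, not called by DESeq2, groups overlapping) rested on 1 cell. Mammary or tumor cell markers had 2 tested members, Cdh1 (above 10 CPM in 2 control cells and 0 tumor cells) and Wfdc18 (0.986 and 3.93 CPM). Sex-linked genes were too few to test, and the largest count was 420 for Tsix.

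Between non-classical-like and classical-like cells of the same mice, 66 of 379 list genes that were not among the fixed markers of the classes and were kept out of the clustering changed, 20 higher and 46 lower in non-classical-like cells. H2-K1 rose from 2162 ± 526 CPM in classical-like to 4847 ± 995 CPM in non-classical-like cells (n = 6 mice, 1.18, SE 0.10, edgeR adjusted p = 4.06e-05, higher in 6 of 6 mice), and H2-D1 rose from 6247 ± 1015 to 11992 ± 1959 CPM (0.94, SE 0.09). With H2-Q7, 3 of 20 MHC class I genes rose. Type I interferon-stimulated genes fell instead, 18 of 54, or 30 when adjusted over the list alone. Ifitm3, which blocks the entry of viruses, fell from 3322 ± 335 to 2267 ± 311 CPM (-0.56, SE 0.08), and Ifi204 (-1.47, SE 0.23), Sp100 (-1.17, SE 0.19) and Trim30a (-1.39, SE 0.23) fell as well. Of the MHC class II genes 2 of 12 fell, Ifi30 (-2.25, SE 0.29) and H2-DMa (-0.84, SE 0.19). Receptors and adhesion molecules went both ways. The integrin chain Itgb2 (1.03, SE 0.11), the receptor of colony-stimulating factor Csf1r (0.97, SE 0.11) and the interferon-gamma receptor Ifngr1 (0.65, SE 0.12) rose, Pecam1 rose from 3.78 ± 1.83 to 147 ± 66.2 CPM, and Ccr1 fell from 60.3 ± 43.3 to 0.347 ± 0.0960 CPM. Macrophage genes did so too, with Cd9 (7.77 ± 4.36 to 425 ± 85.1 CPM), Apoe (1.80, SE 0.17) and Ctsb (1.20, SE 0.13) higher and Lgals3 (-1.21, SE 0.11) lower.

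Smaller numbers of genes of the other lists differed between the classes. All 3 dendritic cell genes tested (Flt3, Irf4 and Bst2) and 3 of 6 granule genes (Padi4, Anxa1 and Ly6g, the last near 0) were lower in non-classical-like cells, as were 4 of 74 ribosomal protein genes, 2 of 40 oxidative phosphorylation genes, H2afz of the cell cycle genes and Hspa8 (-0.72, SE 0.11) of the heat shock genes. Of the JAK, STAT and SOCS genes 3 were higher (Ifngr1, Stat5b and Stat3) and 1 lower (Stat2, also the only one of 8 genes the study names), of the adhesion genes 4 higher and 3 lower, and of the cytokines and receptors 3 higher and 2 lower of 19. Of the AP-1 genes Dusp2 was higher (2.65) and Fos lower (-2.45, SE 0.42). In the interferon-gamma list 1 gene was higher and 3 were lower of 23, and in the suppressive myeloid list 3 were higher and 2 lower of 16, the latter Cd84 and Wfdc17, which is also among the leading genes of the classical-like cluster. In the neutrophil list 2 were higher and 1 lower of 6. Of the glycolysis and hypoxia genes 0 of 22 passed in edgeR, with 2 at an unadjusted p under 0.05.

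At a finer clustering (resolution 0.8) an additional cluster of 63 cells appeared, called the third cluster, 53 of them from classical-like and 10 from non-classical-like cells. Its share was 17.2 ± 8.28% in controls and 16.5 ± 7.71% in tumor-bearing mice (exact permutation p = 0.7, adjusted p = 0.9 over the 3 clusters). It was left unnamed, because names were given only for classical and non-classical monocytes, of whose fixed markers 0 were among its 10 leading genes. Of its leading genes, 3 were fixed markers of MHC class II-high monocytes. Ly6c2 (1100 CPM) and Treml4 (598 CPM) stood between the classical-like (2716 and 84.9 CPM) and non-classical-like cells (61.8 and 1765 CPM) in all 6 mice (exact sign-flip test, p = 0.03125, adjusted p = 0.141). A p of 0.03125 is the smallest this test can give with 6 mice. Both genes are markers of the classes and the clusters were made from these same cells, so that the test is no independent support. MHC class II genes, which had been kept out of the clustering, had a mean of 7.67 ± 1.5 log2(CPM + 1) there, against 7.22 ± 0.53 in classical-like and 6.42 ± 0.73 in non-classical-like cells (n = 6 mice). The difference was not larger than the spread between mice (0.45 ± 1.60 from classical-like, exact sign-flip p = 0.5625, adjusted p = 0.668, and 1.26 ± 1.68 from non-classical-like cells, p = 0.1875, adjusted p = 0.338). The list was above both classes in 4 of 6 mice, namely T529, T530, T539 and C531. In the third cluster it stood at 8.76, 8.79 and 8.47 in tumor mice T529, T530 and T539. It stood at 7.80, 7.38 and 4.83 in control mice C531, C532 and C540. The groups thus did not overlap, which chance gives in 10% of cases, and the difference between them was not tested. The spread over the 6 mice given above includes it. Tumor mouse T530 and control mouse C540 gave only 5 cells each.

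**Figure D4:**
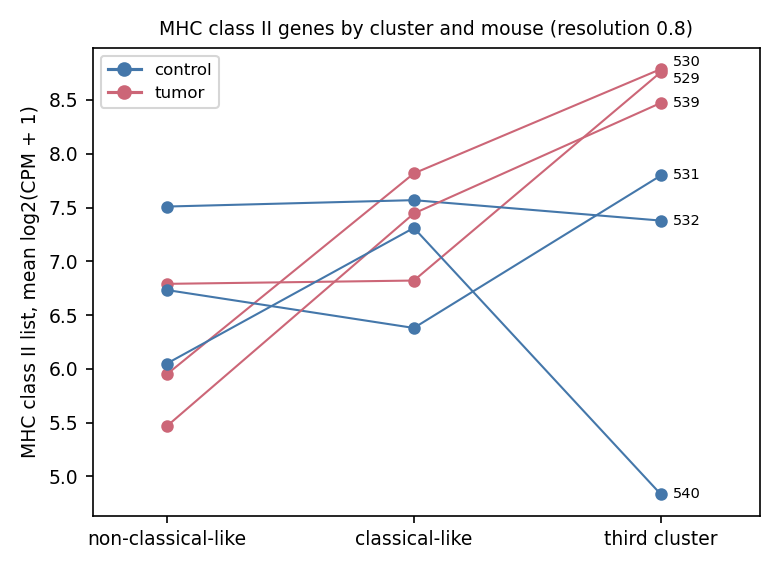
Mean log2(CPM + 1) of the MHC class II genes (y axis) in non-classical-like, classical-like cells and cells of the third cluster of each mouse, 1 line per mouse, colored by group and marked at its end with the mouse number. The third cluster lies above both classes in 4 of 6 mice, the tumor-bearing mice and control mouse C531. It lies lowest in control mouse C540 (4.83), which had 5 such cells.

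Several leading markers of a class had low counts in most cells of the other class. Ly6c2 had a read in 99.5% of non-classical-like cells, with a median of 17 counts against 1162 in classical-like cells, and Treml4 had a read in 100% of classical-like cells, with a median of 11 counts against 913.5 in non-classical-like cells. Ccr2, F13a1 and Eno3 had a read in 100%, 98.4% and 91.7% of cells of the other class, with medians of 17, 9 and 4 counts against 1399, 891 and 525.5 in their own. Fabp4 had a median of 0 and S100a10 and Ace of 1 in the other class. These genes had the smallest totals of the leading markers (35561, 51897 and 56218 counts, against 456230 for Ly6c2). Relative to a gene's total, scaled as CPM are, the median in the other class ran from 17.8 (Ace) to 43.1 (Wfdc17). Only Fabp4, with the smallest total, lay outside this range, at 0. Nr4a1 was well above such low counts in classical-like cells (median of 284 counts, 128.5 in shallower and 580 in deeper cells). In non-classical-like cells the median for Ly6c2 was 16 in the shallower and 21 in the deeper part of the cells, while in classical-like cells it was 444 and 2850. A share of cells with a read was for this reason not taken as a share of cells that express a gene.

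**Figure D5:**
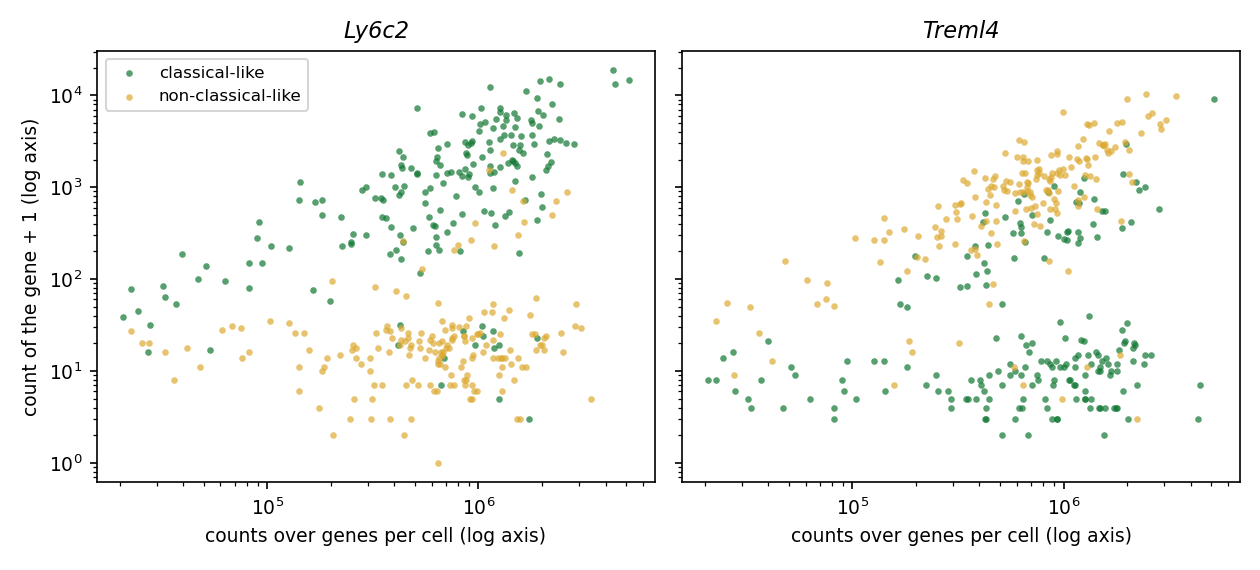
Counts of Ly6c2 and Treml4 plus 1 (y axis, log scale) against counts per cell (x axis, log scale), 1 point per cell, colored by class. In the class that a gene marks, counts climb with depth (Ly6c2 medians of 444 and 2850 in shallower and deeper cells), while in most cells of the other class they stay low (16 and 21).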

Values the study reported

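The study reported that single-cell profiles of blood monocytes fell into 2 major populations, with the markers of classical and non-classical cells, and a minor one taken as intermediate, and that no additional population appeared in mice with tumors. It also names a second single-cell dataset, which was not analyzed here, so that its populations may rest on other cells as well. In bulk RNA sequencing of sorted subsets, another assay of the same model, it reported 7 differentially expressed genes in Ly6C-low monocytes and 611 in Ly6C-high monocytes, of which 393 were lower and 218 higher. In the bone marrow it reported 158 such genes in Ly6C-high monocytes, 50 higher and 108 lower, with 47 lower in both places. It also reported that blood monocytes were 2.1-fold and neutrophils 3.6-fold more numerous in tumor-bearing mice. Monocytes rose only with late-stage tumors, whereas neutrophils had already risen at the early stage.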

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

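The filter on genes above 10 CPM in at least 20% of cells, resolution 0.8 for the class comparison and the lists, and every cell kept for the shares were chosen after seeing the data. No paired analysis was possible because no mouse number occurred in both groups, and taking early and late numbers as a block left edgeR's counts at 0 with 460, 406 and 355 unadjusted in all monocytes, classical-like and non-classical-like cells. The edgeR counts of 0 for the tumor comparisons became 248, 250 and 276 with DESeq2, and 369 for the interaction. When the mice were split anew, DESeq2 called 227 to 286 genes in all monocytes. It called 208 to 305 in classical-like and 251 to 327 in non-classical-like cells. The real counts lay within these ranges, and 5, 7 and 8 of the 10 splits gave as many. In simulation DESeq2 called 52, 57 and 57 unchanged genes in the same 3 comparisons. Why the tools differ was not tested further. In all monocytes the added filter gave 1 gene (Cd177), where fewer genes were tested. Without single mice the counts were 0 to 0, 0 to 1 in classical-like cells (Cd209d without control mouse C540), 0 to 0 and 0 to 0.

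The type I interferon list (median -0.22 in all monocytes) lost its call with an estimated correlation (-0.22, adjusted p = 0.666) and with fry (-0.22, adjusted p = 0.690), which use the same fold changes, and with the added filter (-0.13, adjusted p = 0.0818). The median was also smaller, with the call held, when each cell was scaled to the same total (-0.13) and with the number block (-0.17), and over the alternatives that p ran from 0.00311 to 0.690. In classical-like cells (-0.20) the same alternatives gave -0.20 (0.679), -0.20 (0.646) and -0.10 (0.123), with a range of 0.00226 to 0.679. Leaving out single mice gave -0.40 to -0.083 in all monocytes, -0.35 to 0.042 in classical-like and -0.26 to 0.12 in non-classical-like cells, where leaving out control mouse C540 turned the median (0.12). The other alternatives in non-classical-like cells ran from -0.24 to 0.010, with adjusted p from 0.588 to 0.997. The mixing of the groups was 0.474 percentage points with 20 components, against -0.62, and -2.03 to 1.46 without single mice, positive without tumor mouse T529 (0.0945) and control mouse C540 (1.46). The causes were not tested.

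List genes that differed between the classes numbered 59 to 73 over 5 alternatives, with 64 under no replicate block for the mouse, and 45 to 56 without single mice. The difference in the share of classical-like cells ran from -4.23 to -0.709 points, and from -6.77 to -0.473 without single mice, and resolution 0.1 gave the same clusters. No alternative thinned the counts behind the gene tests. With cells of at least 50000 counts and 1000 genes edgeR called 0 genes as well (479, 429 and 343 unadjusted in all monocytes, classical-like and non-classical-like cells). In simulation, 4-fold changes were recovered in 19.2% of genes in all monocytes and in 60% of those above 10 CPM in at least 20% of cells.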

Other observations

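The counts of genes over the splits of the mice by edgeR, the slope of background reads on depth, the handling of the blood and the mixing of cells in a well were tests chosen only after the result was seen. The misassignment test was reworded before any rate was seen.

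The third cluster held the highest mean of some genes of antigen presentation to helper T cells and not of others, and the MHC class II list as a whole did not differ from either class by more than the spread between mice. H2-Ab1, a class II chain, averaged 3160 CPM in it, against 350 CPM in classical-like and 182 CPM in non-classical-like cells, and Cd74, the invariant chain, 7024 CPM against 1414 and 1690 CPM, above both classes in 5 of 6 mice (exact sign-flip p = 0.09375 against each, adjusted p = 0.241 and 0.211). H2-Ab1 had p = 0.34375 and 0.09375 (adjusted p = 0.562 and 0.211). Ifi30, on the other side, lay between the classes in 6 of 6 mice (651 CPM, against 1075 CPM in classical-like and 205 CPM in non-classical-like cells). Its log2 difference was -0.77 from classical-like and 1.75 from non-classical-like cells (exact sign-flip p = 0.03125, adjusted p = 0.141 for each). Ctsl (-1.55, SD 2.30), H2-DMa (-1.25, SD 2.04) and H2-Ob (-0.99, SD 3.21) differed from classical-like cells by less than the spread between the 6 mice. Ccr2 lay between the classes (1298 CPM, against 2301 and 165 CPM), whereas Nr4a1 lay between them in 4 of 6 mice. The cells had a median of 622477 counts, against 793046 in the other cells. Aif1, H2-Eb1, H2-Ab1, Tmem176b and H2-Aa led the cluster, of which the H2 genes had been kept out of the clustering.

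One pattern was the lower level of AP-1 and immediate early genes in classical-like cells of tumor-bearing mice (median log2 fold change -0.62). That 1 mouse set it is argued against, since without each mouse in turn the median stayed at or below -0.488 (SD of these medians 0.177). Cells of the third cluster did not differ in share by more than the spread between mice (14, 5 and 12 in the tumor-bearing mice, 15, 12 and 5 in controls, 16.5 ± 7.71% against 17.2 ± 8.28%, exact permutation p = 0.7), but since the median without them was -0.359, past the bound of -0.3 set before by less than that spread, a part for them is left open. Handling of the blood before the sort, to which these genes respond, may also account for it and cannot be told apart from the tumor, because each mouse was bled and sorted as one sample and the list's interaction between the classes had p = 0.189 with an estimated correlation (0.00637 unadjusted with a preset one). Of the 10 splits of the 6 mice 1, the real one, gave a camera p as small (3.27e-07, smallest of the others 0.00015), and 10 splits are too few to exclude chance, while tumor, transgene and a possible difference in colony stay open as well.

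Another pattern was the low count of leading markers of a class, such as Ly6c2 and Treml4, in most cells of the other class. For Fabp4, whose total of 35561 counts was the smallest of the leading markers, the median there was 0. For the other leading markers the median relative to the gene's total, scaled as CPM are, was 17.8 (Ace) to 43.1 (Wfdc17). Which source of the reads this favors was not tested. Reads that enter at a constant number per well are a candidate source and stay open, since the log2 count of the other class's markers climbed with log2 depth at a slope of 0.518 (SD 0.20 over 6 mice), between the bounds of 0.5 and 0.8 set for the test, against 1.03 ± 0.05 for a class's own markers. Reads misassigned between wells after amplification also stay open, since the test decides nothing: its ratio of 2.46 sets the mean rate of 31 genes with over 95% of their counts in 1 cell against the median rate of the markers, which are unlike measures. The first wording of that test asked for a read in over 50% of the other cells and set 10% as the bound against it. It was replaced because 0 genes met its minimum of 5000 counts, and the minimum of 1000 was chosen after seeing how many genes qualified. The observed median of 4.46% lies under that 10%, but the first bounds were set for genes of at least 5000 counts. The 31 genes had a median of 1339 counts in their cell, so that this share decides nothing either.

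The last pattern was the higher mean of the MHC class II list in the third cluster. The difference did not pass its own test (exact sign-flip p = 0.5625 against classical-like cells). Ifi30, a member of the list, did not share it and lay between the classes in 6 of 6 mice. RNA from B cells is argued against, as the summed B cell markers came to 1.28% of the CPM of H2-Ab1 there, under the bound of 5% set before, and the sort removed CD19+ cells. Classical-like and non-classical-like cells sharing a well could give levels between the classes, as seen for Ifi30, Ly6c2, Treml4 and Ccr2. The list lay above both classes in 4 of 6 mice and between them in 0. The bound asked for all 6, and the mice that missed it were controls C532 and C540, the latter with 5 cells. Cells sharing a well were left open as a source, and no biological explanation was tested.

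For the other comparisons, chance was weighed by splitting the mice anew, and 10 splits are too few to exclude it. By edgeR each of the 10 splits gave 0 genes in all 4 tumor comparisons, as the real one did, and all 10 were thus as large (unadjusted, the real split gave 481, 423, 353 and 405 genes and the highest other 556, 448, 446 and 430). By DESeq2 the real split gave 248, 250 and 276 genes in all monocytes, classical-like and non-classical-like cells, the highest other 286, 305 and 327, and 5, 7 and 8 of the 10 splits gave as many. The genes DESeq2 called were seen in few cells, with a median of 10, 9 and 6 cells above 10 CPM, against 54, 37 and 28 for the tested genes. For the type I interferon list the camera p was 0.000359, 0.00433 and 0.601, the smallest of the other splits 1.75e-11, 1.02e-07 and 0.00486, and 4, 5 and 9 of the 10 splits gave one as small. For the 66 list genes that differ between the classes, of 100 splits of the 12 sums only 1, the real one, gave as many and the highest other gave 0. The classes were clusters of these same cells and every other split mixed them, so that this test cannot exclude chance.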
